# Transcriptional profiling of rare acantholytic disorders suggests common mechanisms of pathogenesis

**DOI:** 10.1172/jci.insight.168955

**Published:** 2023-08-22

**Authors:** Quinn R. Roth-Carter, Hope E. Burks, Ziyou Ren, Jennifer L. Koetsier, Lam C. Tsoi, Paul W. Harms, Xianying Xing, Joseph Kirma, Robert M. Harmon, Lisa M. Godsel, Abbey L. Perl, Johann E. Gudjonsson, Kathleen J. Green

**Keywords:** Dermatology, Bioinformatics, Cytoskeleton, Genetic diseases

## Abstract

Darier, Hailey-Hailey, and Grover diseases are rare acantholytic skin diseases. While these diseases have different underlying causes, they share defects in cell-cell adhesion in the epidermis and desmosome organization. To better understand the underlying mechanisms leading to disease in these conditions, we performed RNA-seq on lesional skin samples from patients. The transcriptomic profiles of Darier, Hailey-Hailey, and Grover diseases were found to share a remarkable overlap, which did not extend to other common inflammatory skin diseases. Analysis of enriched pathways showed a shared increase in keratinocyte differentiation, and a decrease in cell adhesion and actin organization pathways in Darier, Hailey-Hailey, and Grover diseases. Direct comparison to atopic dermatitis and psoriasis showed that the downregulation in actin organization pathways was a unique feature in the acantholytic skin diseases. Furthermore, upstream regulator analysis suggested that a decrease in SRF/MRTF activity was responsible for the downregulation of actin organization pathways. Staining for MRTFA in lesional skin samples showed a decrease in nuclear MRTFA in patient skin compared with normal skin. These findings highlight the significant level of similarity in the transcriptome of Darier, Hailey-Hailey, and Grover diseases, and identify decreases in actin organization pathways as a unique signature present in these conditions.

## Introduction

Acantholysis is the loss of adhesion between keratinocytes caused by a disruption in intercellular connections, especially in desmosomes. Acantholysis is a feature shared by several skin diseases, including the nonautoimmune diseases Darier disease (DD), Hailey-Hailey disease (HHD), and Grover disease (GD). DD and HHD are autosomal dominant genodermatoses caused by mutations in the *ATP2A2* or *ATP2C1* genes respectively, while no known mutations have been identified in GD patients (1–3). These genes both encode calcium channels that regulate cytosolic calcium stores, suggesting that dysregulation of calcium homeostasis is a shared feature between DD and HHD. The etiology for GD is unknown, though eruptions are commonly associated with the use of certain cancer therapies (4–7). Whether a disruption in calcium homeostasis occurs in GD, like what is observed in DD and HHD, is unknown. DD, HHD, and GD also share triggers that lead to disease flares, including sweating and exposure to heat. Because the biologic mechanisms of disease are unknown, treatments are currently largely limited to symptom reduction. This lack of mechanistic understanding of these diseases has also limited the development of effective targeted therapies with standard care typically involving the use of topical steroids or retinoids and avoidance of identified flare triggers.

Disruption in desmosome formation has been shown in DD, HHD, and GD and is thought to contribute to the loss of adhesion between keratinocytes in the skin of these patients (8). The mechanisms leading to abnormal desmosome formation and loss of adhesion in acantholytic disease are not well understood. Previous work has identified impaired desmoplakin trafficking in DD patient keratinocytes and SERCA2-deficient cells, the latter of which is a mechanism involving PKCα (9, 10). However, keratinocytes isolated from HHD patients are able to form functioning desmosomes in vitro, suggesting that either assembly of desmosomes is normal and the defect lies elsewhere, or that a second hit is required to reveal a defect (11). Little is known about the cause of desmosome dysfunction in GD, as there have been no mechanistic studies of GD or publications using GD patient–derived keratinocytes. In vitro studies have suggested a role for increased ER stress in mislocalization of cell junction proteins such as E-cadherin and desmosomal components in DD patient keratinocytes (12). Other work has also suggested that a decrease in sphingosine-1-phosphate in DD keratinocytes plays a role in reduced trafficking of cell-cell junction proteins (13). These processes have not yet been demonstrated in HHD or GD, and whether these pathways are important drivers of disease in patients is unknown.

Study of these diseases is further hampered by the lack of animal models that recapitulate human disease symptoms. While mice heterozygous for *Atp2a2* and *Atp2c1* null alleles exist, they do not develop acantholytic skin disorders, but instead develop squamous cell carcinomas as they age (14, 15). As its etiology remains unknown, no animal model exists for GD. To better characterize the shared and divergent molecular and cellular processes driving DD, HHD, and GD we performed transcriptome profiling on lesional skin samples from patients. The results revealed that the gene expression patterns of DD, HHD, and GD are more similar to each other than to the common inflammatory skin conditions atopic dermatitis (AD) and psoriasis (PSO). Pathway analysis revealed unique signatures in DD, HHD, and GD, in particular a downregulation in actin organization pathways, which may highlight novel underlying mechanisms leading to disease in these patients. Further analysis of these actin organization pathways suggested that reduced activity of serum response factor (SRF)/myocardin-related transcription factor A (MRTFA) specifically may be responsible for the decrease in expression of genes associated with regulating actin organization. Validating these findings, staining for MRTFA in the skin of patients with DD, HHD, and GD revealed a decrease in nuclear MRTFA in these patients compared with normal skin.

## Results

### Transcriptome profiling of DD, HHD, and GD patient samples reveals high level of similarity.

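Levels in normal skin were examined from the authors' deposited table of read counts per gene, which holds 3 libraries of normal skin, each from the formalin-fixed, paraffin-embedded (FFPE) biopsy of 1 person. The table belongs to another data series than the one the paper's data statement names. The methods give 4 normal FFPE samples, and whether the 3 libraries are among these is not stated, so they may not be the paper's own control arm. Libraries from DD, HHD, and GD lesional skin were not analysed here, so no fold change against normal skin was computed. The libraries were prepared with a QuantSeq forward kit, which primes on the poly(A) tail and reads mostly the 3′ end of each transcript, so that the number of reads depends little on transcript length. The methods describe adaptor trimming, STAR alignment, and gene quantification with HTSeq. The deposited counts are not normalized, and 1459026, 3578953, and 3122541 of them fell on genes in normal skin libraries 1, 2, and 3, with a median of 3122541. The same table gives RPKM values, from which the read totals the authors divided by were recovered as 2031963, 6286574, and 4416841. Relative to these totals, the counts on genes came to 71.8%, 56.9%, and 70.7%. These are not shares of reads, because some reads were counted more than once.

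The table lists RefSeq genes, and its coordinates are those of GRCh38. Of 26877 genes matched by symbol, 98.6% overlapped their RefSeq position on GRCh38, whereas 13.35% of 25007 overlapped their position on GRCh37, the build given in the methods. Counts were whole multiples of a gene's number of RefSeq transcripts more often than single reads would give. In genes with 2 transcripts, 80.3% of the nonzero counts were even, against 44.7% in genes with 1 transcript. A count of a gene with several transcripts can therefore exceed its number of reads. In genes with 7 transcripts, 47.5% of the nonzero counts were divisible by 7. Division by the full number can therefore put a level too low. Divided by the number of transcripts, the counts added up to 916613, 2093082, and 1895101, or 45.1%, 33.3%, and 42.9% of the totals, and values on this scale are given beside the deposited ones for part of the genes. Counts were normalized to CPM on library sizes from edgeR's TMM method, and errors are the SD over the 3 libraries. A count of 0 was taken to allow up to 3 counts, which is 2.24, 0.781, and 0.945 CPM in libraries 1, 2, and 3. Copies made by PCR were not told apart, so this limit covers counting error only.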

To comprehensively analyze gene expression differences in DD, HHD, and GD patients, we performed RNA-seq on lesional skin samples from 11 DD, 7 HHD, and 10 GD patients (Table 1 and Supplemental Table 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.168955DS1). 

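Among the 3 normal skin libraries, 11166 genes had at least 10 counts in every library. Across these genes, which are not independent replicates, Spearman's correlation of CPM was 0.902 between libraries 1 and 2, 0.947 between libraries 1 and 3, and 0.946 between libraries 2 and 3. The libraries are labelled as separate samples, and no pair held identical values. The chi-square per degree of freedom was 18.8, 7.97, and 14.2 for the same pairs, a measure that counting 1 read several times also raises. The biological coefficient of variation, which is the relative spread of a gene's true level between samples, was 0.219 by edgeR's common dispersion. The estimate moved most with DESeq2's median gene-wise dispersion, to 0.141, and was 0.274 without library 3. Mitochondrial transcripts took 8.91%, 6.76%, and 7.92% of the counts on genes, and 14.2%, 11.6%, and 13.0% after division by the number of transcripts. The 10 most abundant genes, taken in each library separately, together took 7.71% ± 1.68 (SD, n = 3) of the counts. By mean CPM over the libraries, the 10 most abundant were MT-ND4, MT-CO3, MT-CYB, MT-ATP6, MT-RNR2, MT-ND2, KRT10, MT-ND3, HBB, and KRT1. The place of HBB rested on library 1, since it was at 11502, 1460, and 2793 CPM in libraries 1, 2, and 3. In libraries 2 and 3 it lay below COL1A1, which is not among the 10. The position of the disease samples relative to normal skin was not recomputed.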

Principle component analysis (PCA) of RNA-seq results from DD, HHD, and GD showed a clustering of disease samples away from normal skin samples from healthy patients (NN); however, the disease samples did not form distinct clusters, but instead formed a large, intermixed cluster (Figure 1A). When compared with normal skin, we observed 1992, 1574, and 1899 significantly downregulated genes in DD, HHD, and GD, respectively, and 1683, 1608, and 1576 upregulated genes in DD, HHD, and GD, respectively (Figure 1B). Previous work has found that mutations in *ATP2A2* or *ATP2C1* often cause a reduction in protein levels of the mutated proteins; however, we did not see changes in gene expression of *ATP2A2* or *ATP2C1* in any conditions (Figure 1B) (16, 17). 

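ATP2A2, which encodes the calcium pump of the endoplasmic reticulum, lies on the plus strand of chromosome 12 of GRCh38 from 110281247 to 110351092. It had 93, 485, and 369 counts in normal skin libraries 1, 2, and 3, or 104 ± 30.3 CPM (SD, n = 3). ATP2C1, which encodes the calcium pump of the Golgi apparatus, lies on the plus strand of chromosome 3 from 130894015 to 131016711 and overlaps ASTE1. It had 102, 306, and 268 counts, or 80.1 ± 4.07 CPM (SD, n = 3). The difference between the means of these genes was smaller than the SD of ATP2A2. RefSeq lists 2 transcripts of ATP2A2 and 11 of ATP2C1, and after division by these numbers the levels were 86.1 ± 26.4 and 12.0 ± 0.741 CPM (SD, n = 3), which no longer overlapped. Division by the number of transcripts was chosen after the data were seen and moved these values more than any other setting. The counts of ATP2C1 are not multiples of 11, so its reads were not all counted 11 times. Its divided level may therefore be too low. In the deposited counts both genes were well above the limit in each normal library. After division by the number of transcripts, 1 of the 2 (ATP2A2) had at least 10 counts in every library. The paper sets the levels in lesional skin against those in normal skin and reports that no change of either gene was seen in any condition. The lesional side of that comparison was not analysed here, and the paper's control arm may differ from these libraries.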

Comparison of upregulated and downregulated genes showed substantial overlap in significantly changed genes across conditions (Figure 1C). To further determine overlap between samples, Spearman’s correlations were performed on log_2_(fold change) data between each condition, revealing a significant overlap in all pairwise comparisons of each disease (Figure 1, D–F). These observations show that the transcriptional signatures across these diseases share significant similarity and suggest that known changed pathways in one condition would be changed in the others as well. Based on these observations, we tested whether pathways known to be upregulated in DD, such as pathways associated with ER stress, were also present in HHD and GD (12, 18). We performed upstream regulator analysis using Ingenuity Pathway Analysis (IPA) to determine whether transcription factors that regulate ER stress response genes were predicted to be activated and found a significant increase in predicted ATF4 activity compared with control samples, and an upregulation in expression of many ATF4 target genes in DD, HHD, and GD (Figure 1G). These observations suggest that while these diseases do have different etiology and presentation, the underlying changes in the skin transcriptome are similar.

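Levels in normal skin were computed for 34 genes labelled in Figure 1G. In the 3 normal skin libraries, 26 of the 34 had at least 10 counts in every library, and their levels ranged up to 478 ± 21.0 CPM (SD, n = 3) for CANX. The median of the 34 genes was 33.8 CPM. The ER chaperone gene HSPA5 was at 251 ± 18.8 CPM, ASNS at 17.8 ± 2.17 CPM, and GDF15 at 17.3 ± 6.05 CPM (SD, n = 3). ASNS has 7 RefSeq transcripts and GDF15 has 1, and after division by these numbers they were at 4.20 and 28.6 CPM. ASNS overlaps the readthrough gene CZ1P-ASNS and GDF15 overlaps MIR3189. ATF4 itself had 340, 1118, and 906 counts, or 277 ± 19.8 CPM (SD, n = 3). CHAC1, on chromosome 15 of GRCh38 from 40953471 to 40956512, had 0, 2, and 0 counts, and SFXN5 had 0, 0, and 2 counts. In the deposited counts these were the only genes of the 34 at or under 3 in every library. Divided by the number of transcripts, CXCL1 (0, 4, and 0 counts, 2 transcripts) and PSPH (0, 21, and 22 counts, 21 transcripts) were at or under 3 as well, and 21 of the 34 had at least 10 in every library. For CHAC1 and SFXN5 the level in normal skin was not distinguishable from 0 at this depth, and a fold change of lesional over normal skin for them would be a lower bound. CANX has 12 RefSeq transcripts and HSPA5 has 1, and after division by the number of transcripts HSPA5, at 415 CPM, stood above CANX, at 65.7 CPM.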

### DD, HHD, and GD share changes in keratinocyte differentiation and cell-cell adhesion pathways.

To identify functional changes in transcriptional profiles from DD, HHD, and GD skin, Gene Set Enrichment Analysis (GSEA) was performed using Gene Ontology (GO) Biological Process (BP) pathways. GSEA identified increases in pathways associated with keratinocyte differentiation and decreases in pathways associated with cell-cell adhesion, actin organization, calcium regulation, and Rho signaling (Figure 2A). To further interrogate the changes in keratinocyte differentiation, we used single-cell RNA-seq data collected from normal skin to create gene set signatures using genes expressed specifically in basal, differentiated, and keratinized keratinocytes (19). Comparison of these gene sets to DD, HHD, and GD using GSEA revealed a decrease in basal associated genes, and a significant increase in keratinized associated genes in all conditions, suggesting a defect in normal keratinocyte differentiation (Figure 2B). 

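In the normal skin libraries, 14 of the 16 cell-cell adhesion genes labelled in Figure 2C had at least 10 counts in every library, and 12 of them did after division by the number of transcripts. DSP, which encodes desmoplakin, had the highest level of the 16 at 2150 ± 397 CPM (SD, n = 3), followed by the desmosomal cadherin gene DSG1 at 1473 ± 139 CPM (SD, n = 3). This order depended on the unit, since DSP has 3 RefSeq transcripts and DSG1 has 1. After division by the number of transcripts DSG1 was at 2426 ± 196 CPM and DSP at 1179 ± 195 CPM (SD, n = 3). The adherens junction genes CDH1 and CTNNB1 were at 115 ± 11.6 and 358 ± 72.6 CPM, and with 4 transcripts each at 47.5 and 147 CPM after division. CTNNA1, with 37 transcripts, fell from 250 ± 17.3 CPM to 11.1 ± 0.712 CPM on division. Below 10 counts in at least 1 library were PKP2, with 8, 20, and 14 counts, and CLDN3, with 2, 11, and 2 counts. The median range of the detected genes between the 3 libraries was 0.40 on the log2 scale, and DSG2 had 12, 103, and 36 counts, a range of 1.48. Its mean was 15.7 CPM, and 10.2 CPM without library 2. DSG1, DSG2, and CTNNA1 overlap other annotated genes (DSG1-AS1, DSG2-AS1, and LRRTM2), whose reads could not be told apart here. No change in disease was computed from these libraries.

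**Figure D1:**
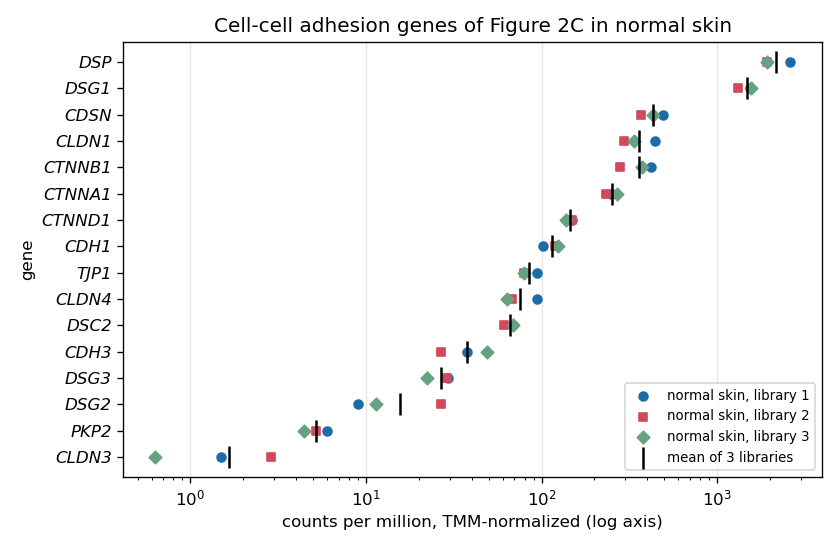
CPM on a log axis for each of the 16 adhesion genes in the 3 normal skin libraries, with 1 marker per library and a black bar at the mean of the 3. The genes run from CLDN3 at a mean of 1.66 CPM (1.06 CPM without library 2) to DSP at 2150 CPM. The markers of most genes lie close together relative to this span.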

We also observed a decrease in pathways associated with cell-cell adhesion, fitting with observations of acantholysis in the skin in these patients (Figure 2C).

### DD, HHD, and GD share greater similarities to each other than to PSO and AD.

We next compared DD, HHD, and GD to other more common skin diseases, PSO and AD, to determine shared and unique features across these diseases. To perform direct comparisons between each condition, the DD, HHD, and GD samples were pooled with a publicly available PSO and AD data set, and batch corrected (20). Spearman’s correlation followed by hierarchical clustering showed that PSO, AD, and control samples tended to cluster together, while DD, HHD, and GD formed 2 intermixed clusters (Figure 3A). Similarly, dimensional reduction using uniform manifold approximation and projection (UMAP) showed AD, PSO, and controls separating into distinct clusters, while DD, HHD, and GD cluster into a mixed group (Figure 3B) (21), suggesting that these diseases share greater similarity to each other than to AD or PSO. When comparing overlap in significantly upregulated and downregulated genes between PSO, AD, and combined nonautoimmune acantholytic diseases, samples showed significant overlap in upregulated genes across all diseases, but nonsignificant overlap in downregulated genes between the nonautoimmune acantholytic diseases and PSO and AD, suggesting that the difference in transcriptional signatures is largely driven by downregulated genes in DD, HHD, and GD (Figure 3C). GSEA using GO BP pathways revealed shared overlap in upregulated pathways involved in keratinocyte differentiation and inflammatory responses between DD, HHD, GD, PSO, and AD (Figure 3D). When analyzing downregulated pathways, we observed numerous pathways that were only downregulated in DD, HHD, and GD but not AD and PSO, such as actin cytoskeleton organization and focal adhesion assembly (Figure 3E). While these nonautoimmune acantholytic skin diseases are typically associated with desmosome dysfunction, these observations suggest that there is actin cytoskeleton dysregulation as well (8, 9, 22, 23).

### DD, HHD, and GD share a weak Th17 inflammatory signature that is similar to PSO.

Previous work with the AD and PSO data sets has already shown that IL-17 and IFN-γ response pathways are upregulated in both, while IL-13 response pathways are upregulated specifically in AD (20). However, the inflammatory signatures associated with DD, HHD, and GD are unknown; therefore, we used IPA to predict the activity of cytokines using upstream regulator analysis. We observed an increase in predicted IFN-γ, IL-17A, IL-36G, and IL-36A activity in all conditions (Figure 4A). However, the extent of enrichment was lower in DD, HHD, and GD compared with AD and PSO. IL-13 responses were only enriched in AD samples (Figure 4A). Analyzing gene expression of defining cytokines in these response pathways showed modest statistically significant increases in expression of *IL17A* in DD and HHD, while other cytokines were not upregulated in these conditions (Figure 4, B and C). These data suggest that DD, HHD, and GD share a Th17 inflammatory signature, though one that is not as prominent as what is observed in PSO. These observations are in agreement with observations of the immune infiltrate in DD, HHD, and GD, which have described a low level of inflammatory cell recruitment in lesional skin (24).

### DD, HHD, and GD form mixed subgroups with differences in inflammatory signatures.

The observations that DD, HHD, and GD samples form 2 distinct clusters when compared with AD and PSO (Figure 3A) led us to question whether there were distinct subtypes identified in the transcriptomics analysis. To explore this possibility, we split the samples into 2 groups, Group One and Group Two, based on the 2 groups separated in Figure 3A. We did not observe a significant association of any condition to either group, or a significant difference in sex or age between patients in each group (Supplemental Table 2). Spearman’s correlation between log_2_(fold change) data between these 2 groups showed a significant amount of overlap (Supplemental Figure 1A). Interestingly, when we analyzed the top 5 ranked genes from the Spearman’s correlation, we observed that 4 of the 5 genes were typically expressed by inflammatory cells, which suggests there may be an increase in number of inflammatory cells in the skin of patients in Group One. We next performed GSEA using GO BP pathways on each group, and noted significant overlap in pathways enriched in each condition (Supplemental Figure 1B). We observed an increase in skin development pathways and a decrease in pathways associated with actin cytoskeleton in both groups. However, the samples in Group One also had an enrichment in inflammatory pathways not observed in Group Two, suggesting that this group may have an increase in inflammatory signatures (Supplemental Figure 1B). We next performed upstream regulator analysis using IPA, and similarly we observed an increase in predicted activity of inflammatory regulators such as TNF, CSF2, LPS, and NF-κB, which was further enriched in the samples from Group One (Supplemental Figure 1C). Based on these observations of increased inflammatory signatures in Group One, we tested whether there was a predicted increase in percentage of inflammatory cells in the skin using CIBERSORTx to predict cell population proportions. We used single-cell RNA-seq data from normal skin to generate signatures for all cell types in the skin, which was then used to predict cell proportions for those cell types in the bulk RNA-seq samples (25). We observed a significant increase in predicted proportion of neutrophils, CD4^+^ T cells, and CD8^+^ T cells in Group One compared with normal, while there was not an increase in these cell types in Group Two compared to normal and no change in the proportion of other inflammatory cells such as mast cells in either group (Supplemental Figure 1D). These observations suggest that while inflammatory signatures are not dominant in these conditions, there may be a subset of patients with increased inflammation compared with others.

### SRF/MRTF activity is predicted to be downregulated in the skin in DD, HHD, and GD patients.

We next sought to examine unique features present in the nonautoimmune acantholytic skin diseases compared with PSO and AD. The downregulation of actin organization pathways was identified as a distinct feature in DD, HHD, and GD compared with AD and PSO (Figure 3E). To explore factors responsible for the downregulation of actin organization pathways in DD, HHD, and GD, we focused on 2 major known transcription factors that regulate genes involved in actin organization: serum response factor (SRF) and yes-associated protein/transcriptional coactivator with PDZ-binding motif (YAP/TAZ). Upstream regulator analysis revealed a predicted decrease in SRF activity, with no significant change in YAP/TAZ in DD, HHD, and GD (Figure 5A), indicating that a reduction in SRF activity may be responsible for the observed downregulation of actin organization pathways in these conditions. Supporting this observation, GSEA of predicted transcription factor target genes using the transcription factor targets database from MSigDB revealed a decrease in genes containing SRF binding motifs, with a trend toward an increase in TAZ target genes (Figure 5B) (26–28). This observation is in line with the upstream regulator findings, again suggesting that SRF activity is reduced in the skin of patients with DD, HHD, and GD. Additionally, we assessed changes in SRF cofactors. The primary mechanisms by which SRF can influence gene expression are through interaction with myocardin-related transcription factors (MRTFs) or interactions with the ternary complex factors (ELK-1, ELK-3, and ELK-4). Upstream regulator analysis predicted decreased activity of MRTFA and MRTFB, while the predicted activity of ELK-1, ELK-3, and ELK-4 remained unchanged in DD, HHD, and GD (Figure 5C). Finally, to validate these observations, we stained patient skin samples for MRTFA and YAP1. We found that the nuclear/cytoplasmic staining intensity for MRTFA was significantly reduced in DD, HHD, and GD samples, while YAP staining, though highly variable, showed a trend toward greater levels (Figure 5, D and E). Given the importance of SRF/MRTFA signaling in epidermal differentiation and barrier formation, its dysregulation in these disorders is likely a contributor to pathogenesis of these diseases (29).

### The decrease in SRF/MRTF is shared between DD, HHD, GD, SAM syndrome, and PF.

We next sought to determine whether the decrease in actin organization–associated pathways and nuclear MRTFA observed in DD, HHD, and GD were specific to these conditions or are shared with other acantholytic skin diseases. To address this we, compared them to the autoimmune acantholytic skin disease pemphigus foliaceus (PF) and the autosomal recessive condition severe dermatitis, multiple allergies, and metabolic wasting (SAM) syndrome. These conditions are both caused by desmosome dysfunction, by autoantibodies that target desmoglein 1 (Dsg1) in PF, or mutations in Dsg1 or desmoplakin in SAM syndrome. We first compared transcriptional signatures from DD, HHD, and GD patients to a previously published RNA-seq data set from PF and SAM syndrome patients (19). For comparison of upregulated and downregulated genes, we combined genes upregulated in at least one condition of DD, HHD, or GD, as there is significant overlap between the conditions, and compared them to PF and SAM syndrome. This comparison showed limited overlap in changed genes (Supplemental Figure 2A). We next analyzed whether there was any overlap in enriched pathways between DD, HHD, GD, PF, and SAM syndrome. GSEA using GO BP pathways identified downregulation of pathways associated with actin organization in PF and SAM syndrome RNA-seq similar to what is observed in DD, HHD, and GD (Supplemental Figure 2B). While there was not a dramatic overlap in individual genes across these conditions, these data suggest that the changes observed in some pathways are preserved across them. Going along with this observation, analyzing predicted upstream regulators using IPA identified a decrease in predicted activity of SRF, MRTFA, and MRTFB in all conditions (Supplemental Figure 2C). These observations suggest that while there may be differences in changed genes between PF, SAM, DD, HHD, and GD, they do share changes in actin organization signatures. To further validate these observations, we stained PF patient biopsies for MRTFA and analyzed changes in nuclear to cytosol ratio in lesional skin. We observed a decrease in MRTFA in lesional skin in PF patient samples, like what was observed in DD, HHD, and GD patient samples (Supplemental Figure 2, D and E).

## Discussion

While DD and HHD are well established to be caused by mutations in the calcium pumps ATP2A2 and ATP2C1, respectively, the mechanism by which these mutations lead to disruption of desmosome function and acantholysis is poorly understood. Even less is known for GD, which has no associated mutational profile and for which no mechanistic studies have been performed to date. Here, we show that the transcriptional profile from lesional skin of GD patients is remarkably similar to DD and HHD patients. Indeed, the level of similarity between these 3 conditions to each other was greater than to other common inflammatory skin diseases AD and PSO. The fact that DD and HHD are caused by mutations in calcium channels raises the question as to whether GD also shares dysregulation of calcium homeostasis, and interestingly we observed changes in pathways associated with calcium regulation in DD, HHD, and GD, though further study would be required to demonstrate calcium dysregulation in GD keratinocytes. The question of calcium dysregulation remains in GD, but this observation suggests that downstream changes are related in these 3 conditions.

When comparing shared pathways between DD, HHD, and GD to AD and PSO we discovered shared upregulation in pathways associated with keratinocyte differentiation. Upregulation of keratinocyte differentiation pathways is commonly observed in chronic skin diseases, including those like AD and PSO (30, 31). This may be caused by the thickening of the epidermis leading to an increase in the proportion of differentiated keratinocytes in the bulk RNA sample. We also observed a modest increase in inflammatory pathways in DD, HHD, and GD, pathways which are more strongly associated with AD and PSO. Given the abundance of inflammatory response targeting therapeutics currently in use for other inflammatory skin conditions, we further investigated the pattern of inflammatory signaling activation in DD, HHD, and GD. The inflammatory signature in DD, HHD, and GD shared greater similarity to PSO than with AD, as characterized by increases in Th17- and Th1-related responses and a lack of Th2-related responses. However, the degree to which these signatures were enriched in DD, HHD, and GD was much lower than what is observed in PSO and AD. Analysis of individual genes showed no significant upregulation of many of the cytokines or chemokines that define these pathways. Interestingly, while doing this analysis we also observed that DD, HHD, and GD patients divided into 2 intermixed groups. As this observation suggested that there may be shared endotypes within these conditions, we further analyzed these 2 groups to understand the differences in transcriptional signatures between them. Our analysis found that while these groups still share the major signatures identified in the original analysis, such as those associated with keratinocyte differentiation and actin organization, we did observe a difference in inflammatory signatures between the groups. There are several possible explanations for this observation. It is possible that there are shared endotypes between patients with DD, HHD, and GD, with some endotypes displaying more severe inflammation compared with others. It is also possible that lesions develop inflammation over time. Indeed, others have shown an increase in transepidermal water loss in lesions from patients with DD and HHD, suggesting barrier defects that can promote inflammation (32). Further study on this topic would be required to determine whether either of these possibilities is correct, or whether there is another explanation for this observation. Interestingly, another report of RNA-seq profiling from 2 patients with HHD demonstrated differences in inflammatory profiles across different patients, with one patient exhibiting a predicted increase in NF-κB compared with another patient, and an increase in NF-κB target cytokines such as IL-8 and CCL20 (33).

Changes in pathways associated with actin organization were specifically changed in DD, HHD, and GD patients, remaining unchanged in PSO or AD compared with normal control patients. The acantholysis observed in DD, HHD, and GD is commonly attributed to desmosome dysfunction. While desmosomes are classically defined as regulators of the intermediate filament cytoskeleton, previous work from our group has demonstrated that desmosomes can regulate actin remodeling as well (34–36). We have also shown that actin is required for trafficking of desmosomal components to form functional desmosomes (35).

The SRF/MRTF transcription factor was predicted to be the upstream regulator driving the observed changes in actin organization pathways. We confirmed the decrease in MRTFA by showing decreased nuclear localization of MRTFA in lesional skin in DD, HHD, and GD patients. Interestingly, epidermal SRF–knockout mice show disrupted formation of desmosomes and an increase in intercellular gaps, suggesting a disruption in cell-cell adhesion similar to the histopathology characterized in DD, HHD, and GD patient skin (29, 37). Previous work from our lab demonstrated that inactivation of SRF/MRTFA results in a decrease in expression of the desmosomal cadherin desmoglein 1 (38). Inhibition of MRTFA has also been shown to increase expression of transcription factors that regulate ER stress, including ATF4, potentially providing a link between these findings and the observations of increased ER stress pathways previously shown in DD and observed in DD, HHD, and GD here (39). Though previous work has shown a role for MRTFA activation in wound healing in a mouse model, we do not yet know whether activation of SRF/MRTFA would reduce disease burden in acantholytic disease (40).

An unanswered question from these studies is whether the changes in actin organization pathways and SRF/MRTF localization are limited to DD, HHD, and GD, or whether they are shared by other skin conditions that present with acantholysis. To address this question, we compared DD, HHD, and GD transcriptomics to other skin diseases that present with acantholysis, PF and SAM syndrome. In these conditions, acantholysis is due to direct disruption of desmosomes, either through the production of autoantibodies against Dsg1 in pemphigus or mutations in Dsg1 or desmoplakin in SAM syndrome. Interestingly, we observed a predicted decrease in SRF/MRTF activity in both PF and SAM syndrome, and a decrease in pathways associated with actin organization. These observations suggest that decreases in these pathways are common across these conditions but does not distinguish between the possibilities that these signatures precede and cause acantholysis, or whether they are caused by acantholysis. Previous work by others has found that activation of RhoA, a canonical upstream activator of MRTF and SRF, can prevent keratinocyte dissociation induced by pemphigus antibodies in vitro (41). Based on these observations, we would propose that dysregulation of SRF/MRTF in DD, HHD, and GD leads to acantholysis in the skin in these patients, though further study will be required to prove this connection and order of events.

## Methods

### Additional gene expression data sets.

The AD and PSO RNA-seq data set was downloaded from the NCBI Gene Expression Omnibus (GEO), accession number GSE121212. This data set was originally described in Tsoi et al. (20). The SAM syndrome data set was downloaded from GEO accession number GSE189096, and was originally described in Godsel et al. (19). The single-cell RNA-seq data set used to generate keratinocyte differentiation genes sets are available in GEO, accession number GSE179162.

### RNA-seq expression profiling of DD, HHD, and GD samples.

RNA was isolated from 10-mm sections of formalin-fixed, paraffin embedded blocks from 11 DD, 7 HHD, 10 GD, and 4 normal samples. RNA was isolated using the E.N.Z.A. FFPE RNA Kit (Omega Bio-tek). Samples were prepared using the Lexogen 3′ QuantSeq mRNA-Seq Library Prep Kit FWD and sequences on the Illumina NovaSeq 6000 System. Quality control and adaptor trimming were performed on sequence reads from the RNA-seq data. STAR alignment (https://github.com/alexdobin/STAR/releases) was used to align the reads to the reference genome (GRCh37), and HTSeq (https://htseq.readthedocs.io/en/latest/install.html#install) was used for gene quantification . To eliminate potential differences caused by sex-specific genes, Y chromosome genes and genes known to be differentially expressed between males and females in skin were removed from further analysis (42). To generate differential expression for DD, HHD, and GD the DESeq2 Bioconductor R package v1.34.0 was used (https://bioconductor.org/packages/release/bioc/html/DESeq2.html).

### Correlation analysis between DD, HHD, GD, PSO, and AD.

Analysis was performed in R v4.1.1 (R Foundation for Statistical Computing). Batch correction was performed using ComBat-seq function under the SVA Bioconductor R package v3.36.0.0 following a published method (43). PCA was computed based on batch-adjusted raw counts using R package pcaMethods v1.86.0. For comparisons between DD, HHD, GD, PSO, and AD, the EdgeR Bioconductor R Package v3.36.0 was used to generate differential expression data from batch-adjusted raw counts and calculate statistically significantly changed genes by ANOVA. Genes that had an FDR-adjusted *P* value of less than 0.05 and |log_2_(fold change)| of greater than 1 in any one condition were used for all further comparison analysis. Spearman’s correlations were calculated using the batch-adjusted raw counts and the *cor* function in R build-in stats package. UMAP plots were created using the Seurat package in R v4.1.1.

### Functional enrichment analysis.

Functional enrichment analysis was performed using the clusterProfiler package in R v4.2.2 and using IPA software (Qiagen). Pathway analysis was performed using GO BP and the Transcription Factor Targets pathways from MSigDB, and were analyzed using GSEA (44).

### Immunofluorescence and image acquisition.

DD, HHD, GD, and normal patient skin samples were fixed in 10% formalin, embedded in paraffin blocks, and cut into 4-mm-thick sections. For immunostaining, paraffin sections were baked at 60°C overnight and deparaffinized with xylene. Samples were then rehydrated through a series of ethanol and PBS washes, and permeabilized in 0.5% Triton X-100 in PBS. Antigen retrieval was performed by incubating the slides in 0.01 M citrate buffer at 95°C for 15 minutes. Samples were blocked in blocking buffer (1% BSA, 2% normal goat serum in PBS) for 1 hour at 37°C. Samples were then incubated in primary antibody overnight at 4°C, followed by washes with PBS and incubation in secondary antibody for 1 hour at 37°C. Images were acquired using an AxioVision Z1 system (Carl Zeiss) with an Apotome slide module, and AxioCam MRm digital camera and a 20× (0.8 NA Plan-Apochromat) objective. Image analysis was performed using ImageJ software (NIH).

### Predicted abundance of inflammatory cells.

Prediction of cell abundance was performed in the bulk RNA-seq data using the CIBERSORTx (45). Briefly, single-cell RNA-seq data from normal skin was used to generate cell-type signatures (single-cell RNA-seq used from GSE162183). Samples were then processed using the CIBERSORTx online tool (https://cibersortx.stanford.edu/).

### Antibodies.

Antibodies used in this study include rabbit anti-YAP1 (14074, Cell Signaling Technology), rabbit anti-MRTFA (PA599446, Thermo Fisher Scientific), and Alexa Fluor 568–conjugated goat anti-rabbit secondary antibodies (Thermo Fisher Scientific).

### Data availability.

RNA-seq data were submitted to NCBI’s GEO repository (GSE233000).

### Statistics.

Permutation analysis for Venn diagrams was performed to test the significance of the overlap. Ten thousand permutations were conducted from nonreplacement random sampling of 6,000 tokens. An empirical *P* value was calculated by comparing the actual and the permutation results.

For images, statistical analysis was performed using 1-way ANOVA with Dunnett’s correction for multiple comparisons, with all disease samples compared only to control samples. A *P* value of less than 0.05 was considered statistically significant, and data represent mean ± SEM.

For comparison of inflammatory cell proportion, statistical analysis was performed using 1-way ANOVA with Dunnett’s correction for multiple comparisons. With all groups being compared only to normal skin samples. *P* less than 0.05 was considered statistically significant, and data are represented as mean ± SEM.

### Study approval.

DD, HHD, GD patients, and healthy adults provided written informed consent for skin biopsies. Tissues were anonymized for analysis and collected under IRB HUM00087890 at the University of Michigan.

## Author contributions

QRRC contributed to study conceptualization, methodology, formal analysis, investigation, writing the original manuscript draft, reviewing and editing the manuscript, and figure generation. HEB contributed to conceptualization, methodology, investigation, formal analysis, and reviewing and editing the manuscript. ZR contributed to methodology, data curation, and the investigation. JLK, XX, RMH, and ALP contributed to the investigation. LCT and JK contributed to data curation. PWH provided resources. LMG contributed to the investigation and reviewing and editing the manuscript. JEG contributed to study conceptualization, resources, reviewing and editing the manuscript, and funding acquisition. KJG contributed to study conceptualization, reviewing and editing the manuscript, and funding acquisition.

## Supplementary Material

Supplemental data

Supporting data values

## Figures and Tables

**Figure 1:**
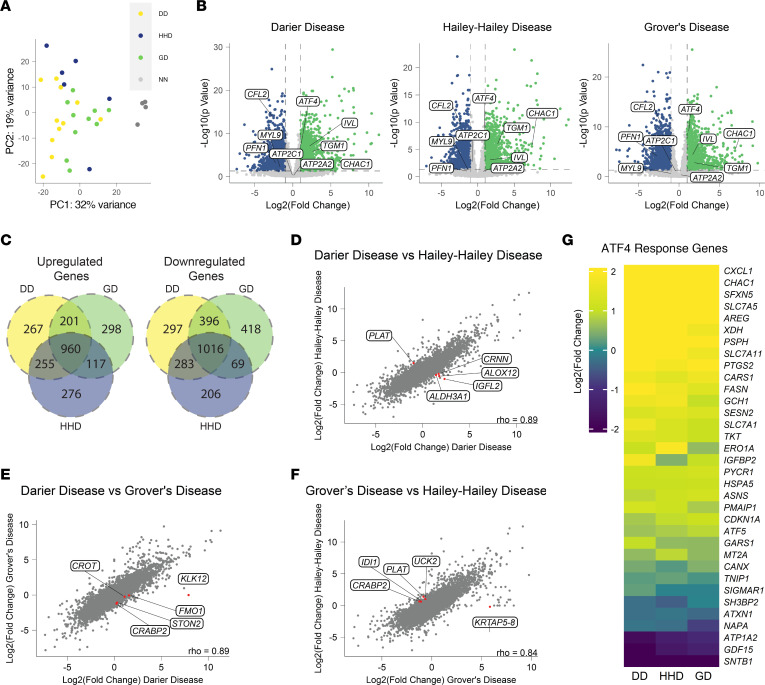
Whole transcriptome profiling of DD, HHD, and GD samples reveals high level of similarity between conditions. (**A**) Principal component analysis of samples from DD, HHD, GD, and normal skin (NN). (**B**) Volcano plots showing significantly upregulated (green) and downregulated (blue) genes in DD, HHD, and GD compared with NN skin. (**C**) Venn diagrams showing overlap in significantly changed genes in DD, HHD, and GD. (**D**–**F**) Correlation analysis of gene expression values from DD, HHD, and GD. Labeled genes are the top 5 ranked genes from Spearman’s correlation, after cutting off genes exhibiting low expression and filtering for genes significantly changed in at least 1 condition. (**G**) Heatmap showing gene expression of ATF4 response genes.

**Figure 2:**
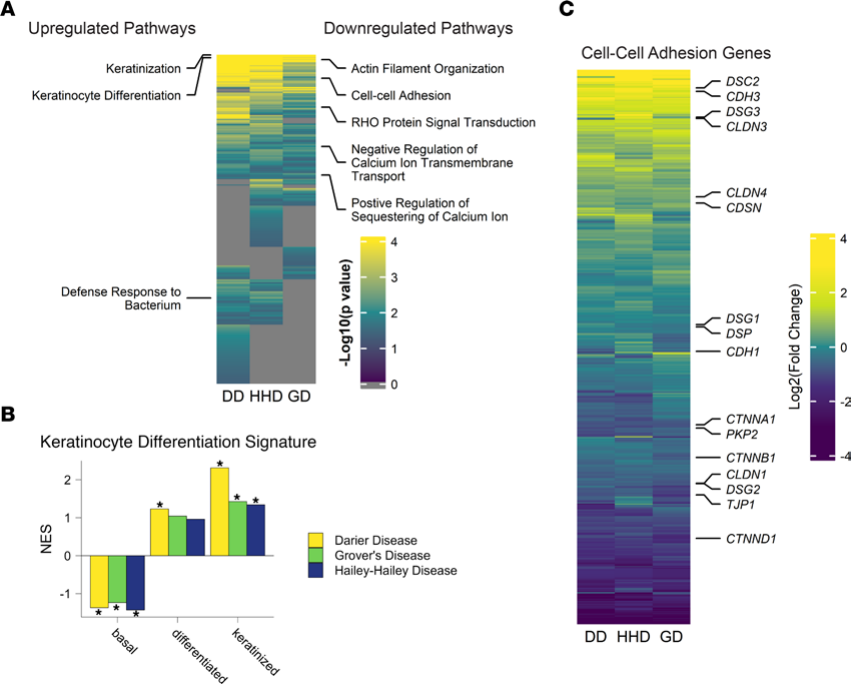
Pathway analysis reveals shared changes in keratinocyte differentiation and cell-cell adhesion in DD, HHD, and GD. (**A**) Heatmap showing GO BP pathways ranked by –log_10_(*P* value) for DD, HHD, and GD. Selected upregulated pathways are noted on the left of the heatmap, while downregulated pathways are noted on the right. (**B**) DD, HHD, and GD gene expression changes were compared to keratinocyte differentiation signatures using GSEA. *FDR < 0.05. NES, normalized enrichment score. (**C**) Heatmap showing log_2_(fold change) values compared with controls for genes annotated to the GO BP cell-cell adhesion pathway.

**Figure 3:**
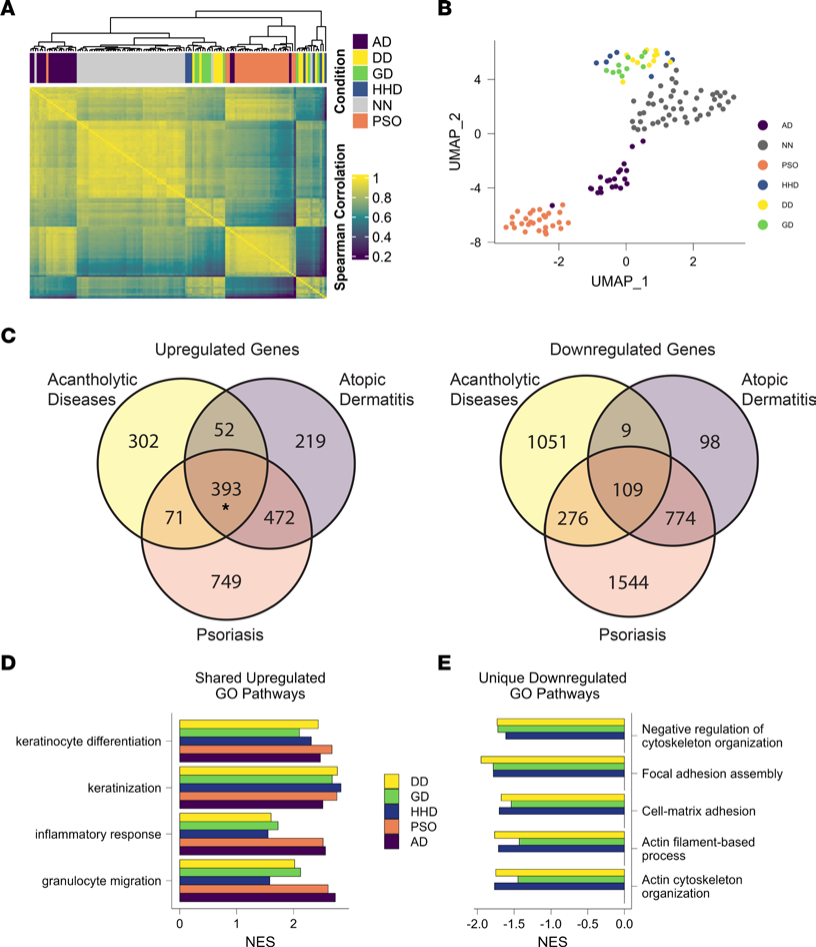
DD, HHD, and GD are more similar to each other than to PSO and AD. (**A**) Heatmap showing Spearman’s correlation values between the batch-adjusted counts from all individual samples grouped using hierarchical clustering. (**B**) Dimensional reduction plot using UMAP on all individual samples. (**C**) Venn diagrams showing overlap in genes upregulated or downregulated in PSO, AD, and combined acantholytic diseases (*P* = 0.4 for downregulated genes and *P < 0.00001 for upregulated genes by permutation test). (**D**) Significantly upregulated GO BP pathways present in all conditions. (**E**) GO BP pathways significantly downregulated in DD, HHD, and GD, but unchanged in PSO and AD.

**Figure 4:**
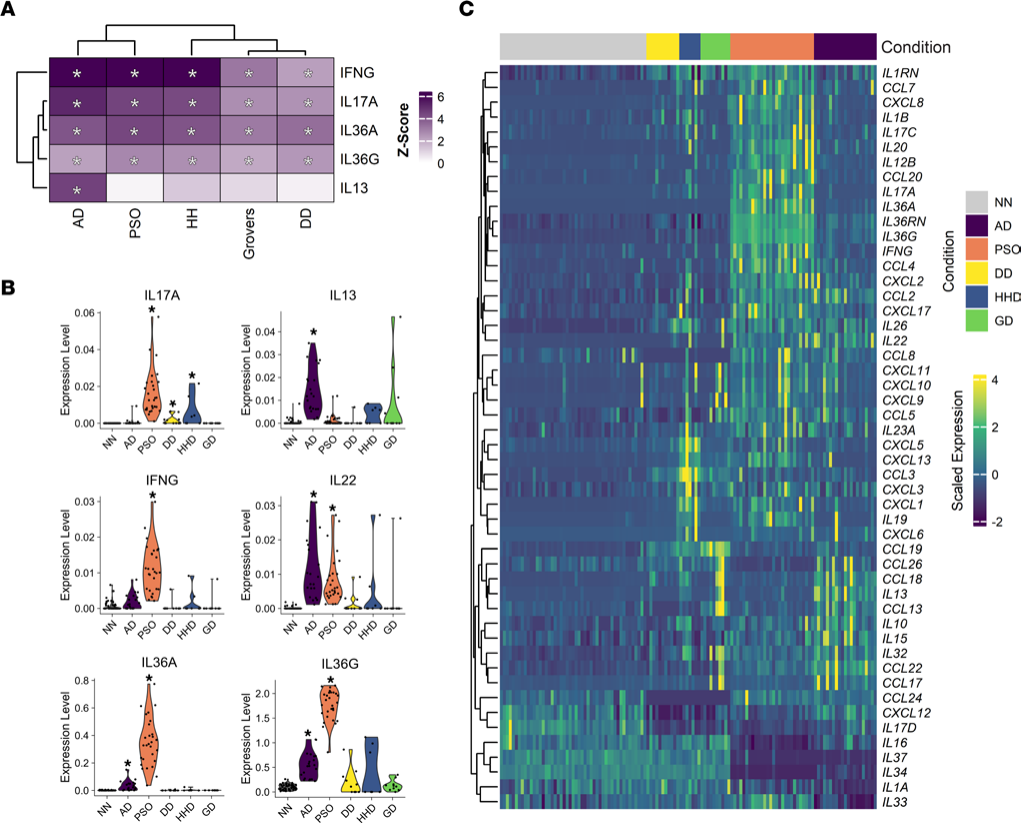
Th17 inflammatory signatures are common across DD, HHD, GD, PSO, and AD, while only AD has Th2 inflammatory signatures. (**A**) Heatmap showing *z* scores of predicted upstream regulators identified using Ingenuity Pathway Analysis (IPA), with a focus on cytokines. (**B**) Violin plots demonstrating expression levels of 6 cytokines from all conditions, including controls (NN). *P < 0.05 by Wilcoxon’s rank-sum test. (**C**) Heatmap depicting scaled expression of cytokines and chemokines across conditions.

**Figure 5:**
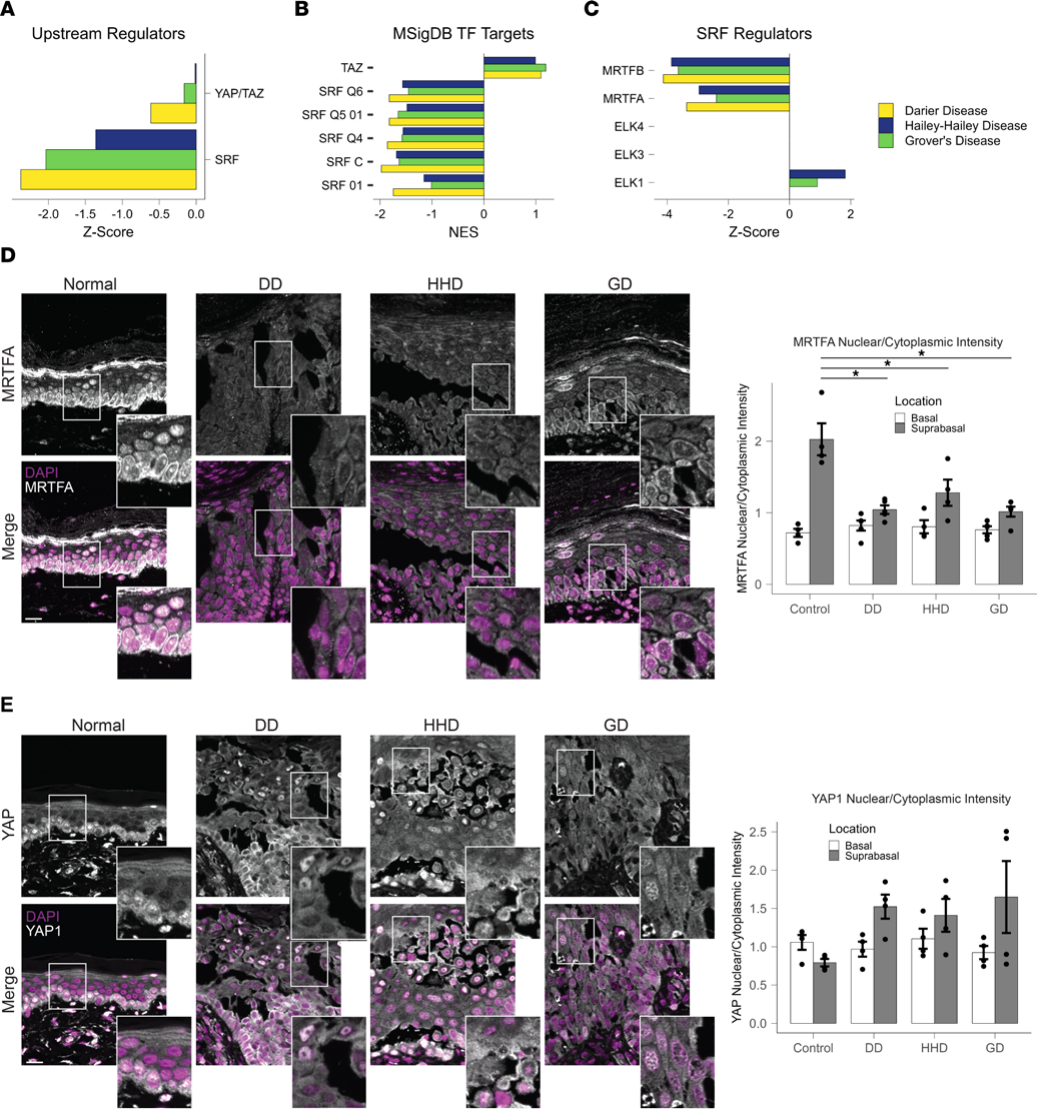
SRF is predicted to be downregulated in DD, HHD, and GD. (**A**) Predicted activity of actin organization–regulating transcription factors identified using upstream regulator analysis. (**B**) Enrichment (NES) of SRF target sequences and TAZ target genes from MSigDB predicted Transcription Factor Targets database. (**C**) IPA upstream regulator analysis showing predicted activity of SRF cofactors. Signatures were not detected for ELK-3 and -4. (**D**) Immunostaining for MRTFA in DD, HHD, GD, and NN skin. Quantification of MRTFA nuclear and cytoplasmic pixel intensities measured in basal and suprabasal cells. Scale bar: 20 μm, *n* = 4 patients per condition. (**E**) Immunostaining for YAP1 in DD, HHD, GD, and NN skin. Quantification of YAP1 nuclear and cytoplasmic pixel intensities measured in basal and suprabasal cells. Scale bars: 20 μm, *n* = 4 patients per condition. *P < 0.05 by 1-way ANOVA with Tukey’s correction for multiple comparisons.

**Table 1:**
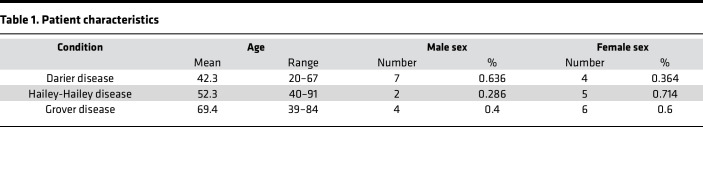
Patient characteristics

# Supplementary material for: Transcriptional profiling of rare acantholytic disorders suggests common mechanisms of pathogenesis
**Source:** JCI Insight. 2023 Aug 22;8(16):e168955. doi: 10.1172/jci.insight.168955
**Supplement:** Supplemental data

## **Supplemental Material**

### **Transcriptional profiling of rare acantholytic disorders suggests common mechanisms of pathogenesis**

Quinn R. Roth-Carter\*, Hope E. Burks\*, Ziyu Ren, Jennifer L. Koetsier, Lam C. Tsoi, Paul W. Harms, Xianying Xing, Joseph Kirma, Robert M. Harmon, Lisa M. Godsel, Abbey L. Perl, Johann E. Gudjonsson, Kathleen J. Green

\*Authors contributed equally to this work.

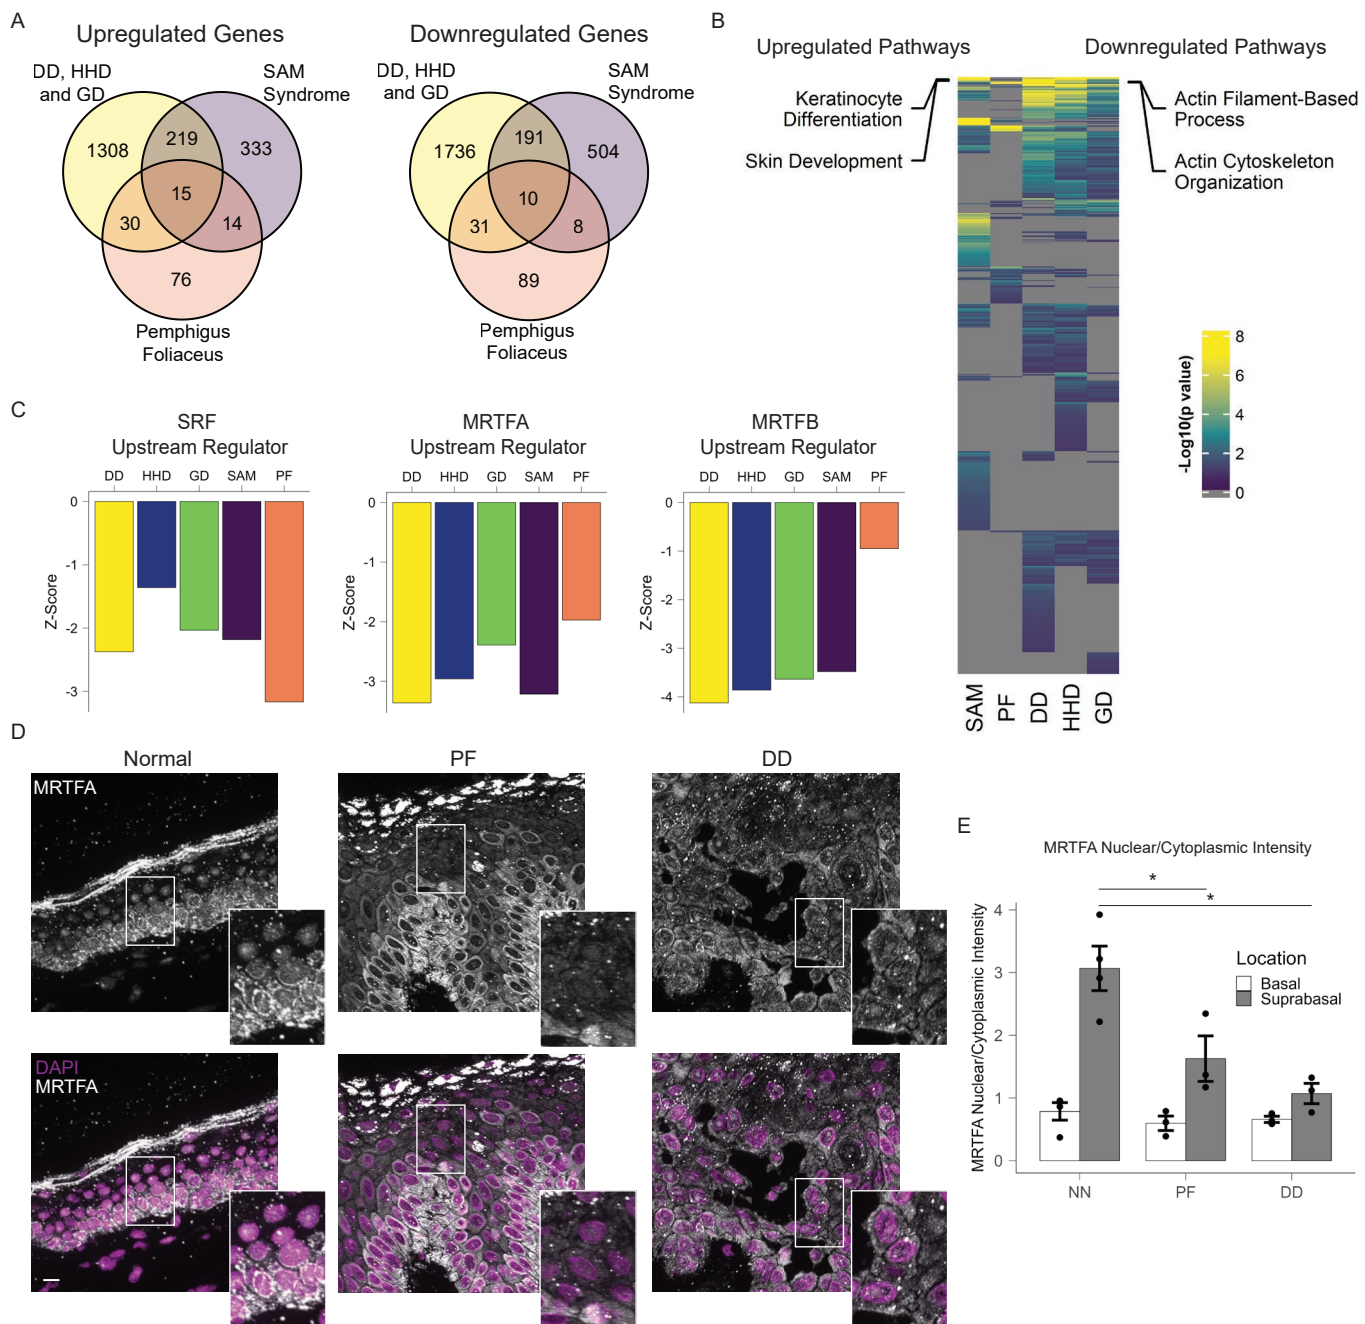

**Supplemental Figure 2. Pemphigus foliaceus and SAM syndrome share changes in actin organization pathways with DD, HHD and GD.** A) Venn diagram showing overlap in upregulated genes and downregulated genes in PF, SAM syndrome, DD, HHD, and GD samples. B) Heatmap showing GO BP pathways ranked by  $-\log_{10}(\text{p value})$  for PF, SAM syndrome, DD, HHD and GD. Selected upregulated pathways are noted on the left of the heatmap, while downregulated pathways are noted on the right. C) IPA upstream regulator analysis showing z-score for SRF, MRTFA and MRTFB in PF, SAM syndrome, DD, HHD, and GD samples. D) Immunostaining for MRTFA in PF, DD, and NN skin. Quantification of MRTFA nuclear and cytoplasmic pixel intensities measured in basal and suprabasal cells. Scale bar = 20  $\mu\text{m}$ .

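Supplemental Figure 2 shows MRTFA immunostaining as the ratio of nuclear to cytoplasmic pixel intensity, measured separately in basal and suprabasal cells of each patient. A higher ratio means that more of the stain lies in the nucleus, where MRTFA acts as a cofactor of SRF. The ratios per patient are listed in the paper's supporting data for 4 normal skin (NN), 3 DD, and 3 PF samples, and the means and tests that follow were computed from those values of the paper. In the suprabasal layer the ratio was 3.07 ± 0.708 (SD, n = 4) in NN, 1.07 ± 0.280 (SD, n = 3) in DD, and 1.63 ± 0.629 (SD, n = 3) in PF. All 3 DD samples and 2 of the 3 PF samples lay below every NN sample. The two-sided exact permutation test gave p = 0.0571 for DD and p = 0.114 for PF, both with an adjusted p of 0.229 by Benjamini-Hochberg over the 4 comparisons of the panel. With 4 samples against 3, the smallest p this test allows is 0.0571. In the basal layer the ratio was 0.787 ± 0.280 (SD, n = 4) in NN, 0.660 ± 0.0851 (SD, n = 3) in DD, and 0.597 ± 0.20 (SD, n = 3) in PF, differences smaller than the SD in NN. That SD rests on 1 low NN sample. Without it the differences from NN were -0.265 for DD and -0.327 for PF. Every DD and PF sample lay below the other NN samples, the lowest of which was at 0.865. Leaving out any other single sample moved the differences both ways, from -0.0699 to -0.173 for DD and from -0.0855 to -0.285 for PF.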

**Supplemental Table 1. Detailed characteristics of individual patient biopsy samples**

**Supplemental Table 2. Characteristics of samples between group 1 and group 2.**

How the deposited data were processed for this re-analysis (not part of the article)

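RNA-seq of 3 normal skin FFPE libraries was examined. The authors deposited 1 table with, for each of 28287 rows of RefSeq genes, the gene's position, its read count, and its RPKM value in each library. The counts were deposited without normalization. The RPKM values were scaled by the authors for gene length and read total, and the methods do not describe them. The methods describe adaptor trimming, STAR alignment to GRCh37, and HTSeq, whereas the table's positions are those of GRCh38. The aligner version and whether the counting used strand are not given, so overlaps with other genes are given beside the values of single genes. The methods state that Y chromosome genes and genes known to differ between the sexes in skin were removed before the comparisons. The table still lists 115 genes of chromosome Y, so these had not been removed from it. The 8 rows that repeat a locus with the same counts were dropped, leaving 28279 genes. Each of the table's measurement columns was matched to a library. Genes that mark sex, and genes whose counts depend on a donor's alleles, are not named.

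The deposited counts were used as they stand. The number of RefSeq transcripts of each gene was taken from the table's own row identifiers, and 13182 of the 28279 genes had more than 1. Counts divided by this number were added as an alternative after the data were seen. The total the RPKM values were divided by was recovered from genes with a single exon and at least 20 counts. RPKM was used for nothing else, because reads from the 3′ end do not grow in number with transcript length. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 were used. CPM was computed on TMM library sizes. A gene was called detected with at least 10 counts in every library, and 5 and 20 were tried as alternatives. On the log2 scale 1 CPM was added before taking the logarithm, with 0.25 as an alternative. Other alternatives were DESeq2's size factors, no composition scaling, all genes with a count, and leaving out each library in turn. These were set before the data were examined, except the division by transcripts and the omission of libraries for the marker lists. Depth was 1459026 to 3578953 counts per library, which limits what can be seen of rare transcripts.

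Named genes were fixed before the data were examined as every gene that the text or Figures 1B, 1D-G, 2C, 4B-C, and 5A-C name, together with the 10 most abundant genes and the 10 detected genes with the widest range between libraries. The text and figures gave 136 names for 128 distinct genes, and all were found in the table. Lists of marker genes for 16 cell types and 1 list of MRTF/SRF targets, also fixed before the data were examined, were scored as the mean log2 CPM of the list in each library. The range of a list over the libraries was set against 10000 random lists of the same size matched on mean expression, each gene drawn from the 200 nearest in mean expression. The resulting p describes these libraries and is adjusted by the Benjamini-Hochberg method over the 17 lists. With only normal skin at hand, no test between conditions was made on RNA-seq.

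For the immunostaining, the ratios per patient in the paper's supporting data were used. Each disease was compared with control by a two-sided exact permutation test of the difference of means, separately in the basal and suprabasal layers, with Benjamini-Hochberg adjustment over the comparisons of a panel. The difference between layers was tested by the same test on each patient's suprabasal minus basal ratio. The ratio on the log2 scale, an exact rank-sum test, and leaving out each sample in turn were alternatives set before the data were examined. The paper's methods name 1-way ANOVA with Dunnett's correction and its legend names Tukey's correction for these data.

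The scripts were tested on simulated data. From counts drawn for 11166 genes with a biological coefficient of variation of 0.2 and 0.4, edgeR gave 0.200 and 0.401. Of 40 lists given a 4-fold range among 200 genes, 40 had an unadjusted p under 0.05 against matched random lists, as did 1 of 40 unchanged lists. The simulated genes varied independently, so this says nothing of lists whose genes vary together. The adjustment over lists was not part of it.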

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

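All tests of explanations in this part were chosen after the result was seen.

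In the normal skin libraries, the mean log2 CPM of 5 smooth muscle markers (MYH11, DES, ACTG2, CNN1, and SMTN) was 4.52, 7.73, and 6.96 in libraries 1, 2, and 3, a range of 3.21. This stood above every one of 10000 matched random lists, whose median range was 0.20, so that this permutation of gene lists gave p = 0.0001, the smallest it can give, and an adjusted p of 0.000425 over the 17 lists. These markers are outside the genes the paper discusses; it does predict cell proportions in its samples (Supplemental Figure 1D). DES had 9, 811, and 421 counts and MYH11, which overlaps NDE1, had 76, 2026, and 744, while SMTN moved little, with a range of 0.41. Without library 1 the range of the list was 0.77, so most of it rested on that library. Several technical explanations are argued against by the tables. After each library was thinned to the smallest one, the range was 3.41. The difference between the smooth muscle list and the basal keratinocyte list, which no scaling can move, ranged over 3.89. After a fit of log2 CPM on GC content and transcript length in each library, the range was 3.40. Without ACTG2, which shares sequence with other actin genes, it was 2.98. More dermis in the section of library 2 is argued against by the fibroblast list, which in library 2 minus library 1 was -1.17, the opposite direction. More vessels in the section are argued against by the endothelium list, which was at 6.19, 6.37, and 6.02 in libraries 1, 2, and 3. A different amount of muscle tissue in the biopsies stays open as a hypothesis. Examples are the small muscles of hair follicles, or muscle of vessel walls without more endothelium. The design names no condition that differs between the libraries, and no biological explanation was tested.

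In the paper's staining ratios of MRTFA (Figure 5D), the effect of each disease differed between the layers of the epidermis. The change against control in the suprabasal layer minus that in the basal layer was -1.085 for DD (adjusted p = 0.0238, two-sided exact permutation test, n = 5 against 4), -1.055 for GD (adjusted p = 0.0238, two-sided exact permutation test, n = 5 against 4), and -0.832 for HHD (adjusted p = 0.0286, two-sided exact permutation test, n = 4 against 4). Every one of the 5 DD, 5 GD, and 4 HHD samples had a smaller difference between layers than every control. The comparisons share the controls. In 1000 simulations of unchanged groups against a common control, all 3 pointed the same way in 53.3%. In 0.2%, all 3 had an adjusted p under 0.05. The simulated groups had equal spread. The SD of the difference between layers was 0.385 in controls, against 0.173 in DD, 0.106 in GD, and 0.20 in HHD. The p of the permutation test and the 0.2% may therefore be too small. Whether a single control section is the source was not decided. The criterion for this was changed after the data were seen, and 3 were tried on the fits that each left out 1 control. The first was the adjusted p, which was 0.0536 for DD and GD and decided nothing. The next was the unadjusted p, which stayed at 0.0357 for DD and GD, the smallest possible, but the full separation of the samples fixes that outcome. The last was the size of the difference, which came no closer to 0 than -0.656, in HHD, against a largest SD within a group of 0.385, but this criterion was written after the others had been run. The scale of the ratio is argued against, since on the log2 scale the largest adjusted p over the 3 diseases was 0.0286. A hypothesis that stays open is a loss of nuclear MRTFA in disease in cells above the basal layer. Differences in staining or imaging between patients were not tested.

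For YAP1 (Figure 5E), the change in the suprabasal layer minus that in the basal layer was 0.819 for DD and 0.990 for GD (each with an adjusted p of 0.0429, two-sided exact permutation test, n = 4 against 4), with 4 of 4 samples above every control in each. For HHD it was 0.571, with an adjusted p of 0.143 and 2 of 4 samples above every control, and without HHD sample 2 it was 0.346. In the suprabasal layer alone the adjusted p was 0.0857 for DD, 0.0857 for HHD, and 0.229 for GD (two-sided exact permutation test), where the smallest that the design and the observed basal values allow is 0.0571. All 4 DD and 4 HHD samples lay above every control there. Among simulated unchanged groups, at least 2 of the 3 comparisons passed in 0.8%. The simulated groups had equal spread. The SD of the difference between layers was 0.136 in controls, against 0.437 in DD, 0.778 in GD, and 0.626 in HHD. The p of the permutation test and the 0.8% may therefore be too small. No explanation was tested for YAP1.

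Of 18 groups of 4 or 5 staining values, 2 held a sample far from the others, where chance gives 0.9. In the suprabasal layer of GD (MRTFA, Figure 5D), the gap of the lowest sample to the next was 0.748 of the group's range. In the basal layer of the controls of Supplemental Figure 2, the gap of the lowest sample was 0.843 of the range. No explanation of either was tested.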

How the results depend on the processing

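No paired analysis was possible because the RNA-seq series holds a single condition. DESeq2's size factors and no composition scaling left all 128 named genes within 1 SD of their CPM. Leaving out 1 of 3 libraries cannot move a mean by 1 SD, but of the 78 named genes with at least 10 counts in every library it moved 4 by over 1.5 times. These were CCL5 (15.98 to 6.01 CPM without library 1), FASN (121.9 to 78.1 without library 1), DSG2 (15.7 to 10.2 without library 2), and PYCR1 (14.2 to 9.40 without library 3). Division by the number of RefSeq transcripts, chosen after the data were seen, moved 85 of the 128 by more than 1 SD, by its construction. The count of detected genes stayed within 1.5 times of 11166 under each alternative, from 8288 after that division to 13275 without library 1.

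Without each library in turn, the median Spearman correlation ran from 0.902 without library 3 to 0.955 without library 1, and the biological coefficient of variation from 0.172 without library 2 to 0.274 without library 3. Tool and definition mattered for the latter, since DESeq2's median gene-wise dispersion gave 0.141. The share of the 10 most abundant genes was 4.81% without mitochondrial genes and 12.6% after division by transcripts, against 7.71%; mitochondrial genes have 1 transcript each and so gain weight.

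For the marker lists, the prior count of 0.25, no composition scaling, and division by transcripts changed no call. With DESeq2's size factors, the sweat gland list (range 0.75) was no longer past an adjusted p of 0.05. Across the 3 fits that each left out a library, chosen after the data were seen, the ranges ran from 0.45 to 1.19 for spinous keratinocyte, from 0.17 to 1.34 for fibroblast, from 0.78 to 3.98 for skeletal muscle, from 0.051 to 0.77 for sweat gland, from 0.61 to 2.48 for hair follicle, from 0.20 to 1.39 for melanocyte, and from 0.24 to 0.73 for MRTF/SRF targets, each losing its call in at least 1 fit. The myeloid list, from 0.044 to 0.67, gained it without library 1. The smooth muscle, sebaceous gland, and erythroid lists kept theirs in each fit.

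For MRTFA in Figure 5D, leaving out 1 sample raises the smallest adjusted p the design allows, which by construction removed calls. In the suprabasal layer the difference from control ran from -1.09 to -0.765 for DD and from -1.12 to -0.793 for GD, and no fit that left out a control or a sample of the same disease had an adjusted p under 0.05. The difference between layers ran from -1.18 to -0.909 for DD and from -1.15 to -0.878 for GD, with calls lost only where a control was left out. The basal difference of GD, 0.0432, reversed to -0.00489 without control 4. It was 0.0849 without control 3 and 0.0114 without GD sample 2. That of HHD went from 0.0857 to -0.00055 without HHD sample 2. With YAP1, the basal difference of HHD went from 0.0474 to -0.0481 without control 4 and to -0.0734 without HHD sample 1. By the exact permutation test the adjusted p was 0.556 for GD and HHD with MRTFA and 0.743 for HHD with YAP1. The cause was not tested. The log2 scale changed no call in Figure 5, D and E. Neither did the exact rank-sum test, which was run for the separate layers and not for the difference between them. Some suprabasal comparisons could not reach an adjusted p under 0.05 with these sample numbers and the basal values as observed. These were HHD with MRTFA, each disease with YAP1, and those of Supplemental Figure 2. Their lack of a call says nothing about stability. For YAP1, leaving out a sample leaves 4 against 3, where the exact permutation test cannot give p under 0.05. Only sizes are given for these fits. The difference between layers ran from 0.704 to 1.02 for DD and from 0.763 to 1.25 for GD. For HHD it ran from 0.346 without HHD sample 2 to 0.749. Without GD sample 2, the suprabasal difference of YAP1 in GD was 0.571 against 0.856.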

Differences from the paper's values

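The paper's values compared here were numbers of samples and patients. None differed by more than 1.5 times, a limit that such small numbers can hardly pass. No expression level, fold change, or staining ratio was compared in this way. The paper gives 4 normal samples, and 3 normal skin libraries, of another series than the paper's data statement names, were analysed here. The paper's legend gives 4 patients per condition for Figure 5D, and its supporting data list 5 DD and 5 GD samples there and 4 controls and 4 HHD.

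The paper states that the MRTFA ratio was reduced in DD, HHD, and GD, and Figure 5D marks the suprabasal difference of each disease from control. In HHD the difference was -0.746, with p = 0.0571 and an adjusted p of 0.114 by the two-sided exact permutation test (n = 4 against 4), and 3 of the 4 HHD samples lay below every control. With 4 samples against 4 and the basal values as observed, the smallest adjusted p this comparison could reach was 0.0571. A call was therefore out of reach here, and no alternative set before the data were examined gave one. The difference between layers, a separate test, had an adjusted p of 0.0286 in HHD (two-sided exact permutation test). In DD (-0.983) and GD (-1.01), each adjusted p was 0.0476 by the exact permutation test. Supplemental Figure 2 also marks the suprabasal difference of DD and of PF from NN. With 4 samples against 3 the adjusted p was 0.229 for each by the exact permutation test, where 0.114 is the smallest possible with the basal values as observed.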

Other observations

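The tests of explanations in this part were chosen after the results were seen, except the pair for the share of reads on genes in library 2.

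Relative to the read totals, the counts on genes were lower in library 2 (56.9%) than in libraries 1 and 3 (71.8% and 70.7%), and after division by the number of transcripts they came to 33.3%, 45.1%, and 42.9%. Genomic DNA read evenly over the genome is argued against as the source. The 379 olfactory receptor genes, which skin hardly transcribes, held 4 reads in library 2. Spreading the missing reads evenly over the genome would give about 110. Reads primed on poly(A) need not spread evenly, so genomic DNA in general is not excluded. Unspliced RNA stays open. MicroRNA genes, most of which lie in introns, held 189 CPM of the unscaled gene counts in library 2 against 618 and 363 in libraries 1 and 3, but 94.3% of those counts came from a single gene, so this test could not decide. No biological explanation was tested.

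The deposited counts are multiples of a gene's number of transcripts too often, as in genes with 2 transcripts, where 80.3% were even. In genes with 3, 4, and 5 transcripts, 67.95%, 62.8%, and 57.6% of the nonzero counts were divisible by that number, against 29.3%, 20.1%, and 16.4% in genes with 1 transcript. A count of both mates of each read pair is argued against by the 44.7% of even counts in genes with 1 transcript. Counting each read once for every RefSeq transcript it overlaps would give such values. On that account up to 37.2%, 41.5%, and 39.3% of the counts in libraries 1, 2, and 3 may be extra. Comparisons between genes, shares of the library, and the apparent precision of a count would change with it.

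The normal libraries also differed in other marker lists. The range over libraries on the log2 scale was 5.71 for sebaceous gland, 3.98 for skeletal muscle, 3.03 for erythroid, 2.48 for hair follicle, 1.39 for melanocyte, 1.34 for fibroblast, 1.19 for spinous keratinocyte, and 0.77 for sweat gland, each with an adjusted p under 0.05. Lists with an adjusted p above 0.05 were T cell (1.07), basal keratinocyte (0.68), myeloid (0.67), granular keratinocyte (0.41), mast cell (0.35), endothelium (0.35), and adipocyte (0.27). Sebaceous gland and erythroid markers were highest in library 1, and without library 1 their ranges were 0.91 and 1.00. Without library 2 the fibroblast range was 0.17, without library 3 the hair follicle and melanocyte ranges were 0.61 and 0.20, and without library 1 the spinous keratinocyte range was 0.45. Of the 6 skeletal muscle markers only ACTA1 (0, 181, and 73 counts) and MB (0, 16, and 8 counts) had enough counts to be used, and CKM, MYH2, MYH7, and TNNT3 had 0 counts in every library, so that list shows little of skeletal muscle. Among the genes with the widest ranges were FADS2, S100A9, ALOX15B, ACTG2, S100A8, CNN1, HBA1, THRSP, and TCHH. FADS2, also a marker of the sebaceous list, overlaps FADS1 and had 747, 30, and 183 counts. No explanation of these differences was tested.

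The list of 12 MRTF/SRF targets differed between the normal libraries by 0.73 on the log2 scale (adjusted p = 0.00607 against matched random lists), with means of 7.13, 7.85, and 7.62 in libraries 1, 2, and 3. Without library 1 the range was 0.24. Of the 12 targets, 8 ranked library 2 highest and library 1 lowest, as the smooth muscle markers did. The list's mean already has this order and a difference in SRF activity would give it too, so the count does not test the amount of smooth muscle as the source. ACTA2, TAGLN, MYL9, and TPM2, which smooth muscle also expresses strongly, had a mean range of 1.62. The mean of 6 targets expressed in most cell types had a range of 0.218, and these targets went both ways. SRF, VCL, and ACTB rose from library 1 to library 2, with ranges of 1.06, 0.93, and 0.29. ACTG1, CNN2, and FLNA were lower in library 2 than in library 1. Among the targets that smooth muscle expresses strongly, TAGLN and MYL9 had ranges of 1.01 and 1.08, and ACTA2 and TPM2 of 2.10 and 2.31. The amount of smooth muscle in the biopsies and a difference in SRF activity cannot be told apart from these values. Neither explanation was tested in lesional skin. ACTA2 overlaps FAS and TAGLN overlaps PCSK7. MYL9, labelled in Figure 1B, was at 243 ± 88.9 CPM (SD, n = 3), with 212, 1290, and 744 counts, and overlaps DLGAP4-AS1. The regulators SRF, MRTFA, and MRTFB were at 31.7 ± 11.3, 37.6 ± 8.26, and 50.1 ± 8.40 CPM (SD, n = 3). Their order depended on the unit, since they have 2, 5, and 13 RefSeq transcripts, and after division by these numbers they were at 26.3 ± 9.78, 12.4 ± 2.50, and 6.37 ± 1.19 CPM (SD, n = 3). MRTFA overlaps SGSM3.

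Of the 6 cytokine genes of Figure 4B, IL17A, IL13, IL22, and IL36A had 0 counts in each normal library, IFNG had 0, 0, and 2, and IL36G had 4, 24, and 18. Of the 50 cytokine and chemokine genes of Figure 4C, 20 had 3 counts or fewer in every normal library and 12 of these had 0. After division by the number of transcripts, 24 were at 3 or fewer. A count of 0 allows up to 2.24, 0.781, and 0.945 CPM in libraries 1, 2, and 3, so a level of IL17A below that was not detectable at this depth. These libraries are not the controls of the PSO and AD data set shown in the same panels.

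MRTFA was stained in control and DD skin in both Figure 5D and Supplemental Figure 2. In controls the paper's suprabasal ratios averaged 2.03 ± 0.446 (SD, n = 4) in the former and 3.07 ± 0.708 (SD, n = 4) in the latter, a difference of 1.04 (p = 0.0571, adjusted p = 0.229 over 4 comparisons, two-sided exact permutation test). In DD they averaged 1.04 ± 0.133 (SD, n = 5) and 1.07 ± 0.280 (SD, n = 3), a difference of 0.0285 (p = 0.857, two-sided exact permutation test). Whether the patients were the same is not known, and no explanation was tested. The supporting data head the column of ratios as cytoplasmic over nuclear for Figure 5, D and E, while the figure's axis gives nuclear over cytoplasmic. The values match the plotted bars and were read as nuclear over cytoplasmic.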
